A study of Mus musculus with 35 samples. Its data were reported in "SR proteins are NXF1 adaptors that link alternative RNA processing to mRNA export" (2016).

How the data were processed

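Individual-nucleotide cross-linking and immunoprecipitation (iCLIP) maps where a protein touches RNA: ultraviolet light joins protein and RNA in living cells, the protein is pulled down, and reverse transcription stops next to the joined base. The series applied it to mouse P19 embryonal carcinoma cells carrying GFP-tagged SRSF1 to SRSF7 or NXF1 on bacterial artificial chromosomes, with GFP bearing a nuclear localization signal (GFP-NLS) as the control. There were 4 libraries of SRSF1, 5 of SRSF2, 3 of SRSF3, 3 of SRSF4, 4 of SRSF5, 3 of SRSF6, 6 of SRSF7 and 3 of NXF1, so 28 SR protein libraries and 31 in all. The 4 control libraries have 1 pooled file and enter no test. Groups and replicate numbers were taken from the sample titles. The paper calls the replicates biological, but nothing in the sources used here says whether each came from its own culture, so the p-values measure only the spread between these samples, which may be technical.

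Each deposited file lists genomic positions with a whole number. Per the file headers, that number is the count of cDNAs (unique cross-link events) at a single nucleotide, or summed over a cluster, and its sign gives the strand. The authors kept only positions whose local density passed a false discovery rate of 0.05 over 100 permutations with a 15-nt neighbourhood on mm9 with Ensembl 59 segments, separately for each library and for the summed libraries of each protein, and joined the kept positions into clusters. The submitters' processing notes name CASAVA 1.4 and mm9; the aligner is not given in the sources used here. A listed cDNA is called a tag. Because a position is listed only where it passed the threshold, the total of a file is a total of listed tags and not a sequencing depth, a value of 0 means that no position was listed, and no fold change is given against a group at 0. The deposited cluster files of SRSF2, SRSF3 and SRSF6 hold the tags of 1 library each (replicates 2, 3 and 3), those of the other proteins the summed libraries, and SRSF7 replicate 4 did not enter the summed SRSF7 file, where 30.1% of its tags lie at listed positions.

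The clusters of the 7 SR proteins and NXF1 were merged where they overlapped or lay within 30 nt on the same strand, giving 388969 regions with a median width of 16 nt. The tags of each library were counted per region, per 1000-nt strand-specific bin and per gene (37310 genes). Levels are CPM, computed here from the deposited tags with the total of listed tags of the library as its size. Genes and transcript regions came from the GENCODE vM1 annotation of the same genome build, and every listed position lay inside its chromosomes. Where gene models overlapped, a tag went first to the coding sequence (CDS) and untranslated regions (UTRs) of the representative coding transcript (the one with the longest CDS), then to other coding exons, noncoding exons and introns, and to no gene where 2 genes tied. Shares of transcript regions are of the tags off the mitochondrial genome, and shares in first and last exons are of the tags in representative transcripts with more than 1 exon. Tags in near-identical copies, such as 5S rRNA genes, histone genes and small nucleolar RNA clusters, are reported as uncertain, because the tables cannot say to which copy a cDNA belongs.

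The tests, the gene lists, the rule for named genes and a first set of alternatives were fixed before the data were examined. The test fixed then assumed plain counts and a count model. Since the deposited cDNA counts leave out, library by library, every position that did not pass the threshold, limma voom (limma 3.58.1, R 4.3.3) took its place, with library totals as the scale, 1 fit over all 31 libraries, no block for the replicate number, and contrasts of NXF1 against the mean of the 7 SR proteins, SRSF3 against SRSF7, and each SR protein against the mean of the other 6. A region or gene was tested when it reached 42.1 CPM (10 tags in the median library of 237488 tags) in at least 3 libraries and 15 tags in all, which left 6649 regions and 6066 genes. Adjusted p-values are Benjamini-Hochberg values from limma, and a call is an adjusted p under 0.05. Before this filter was settled on with simulated data, counts of calls on real data had been seen under other filters and trimmed-mean scaling. Both are among the alternatives. Simulated libraries had 200 changed regions or genes (50 for each size and direction, dispersion 0.3). The NXF1 contrast recovered 94% of regions 8-fold higher, 30% 8-fold lower, 30% 4-fold higher and 18% 4-fold lower, with 4 false calls. The SRSF3 and SRSF7 contrast recovered 80%, 88%, 32% and 36% of regions, with 21. For genes the NXF1 contrast recovered 96%, 44%, 56% and 16%, with 3 false calls. The other recovered 88%, 96%, 44% and 40%, with 12. For SRSF3 against SRSF7 false calls exceeded 0.05 of all calls at both levels, so its calls are less sure.

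Log2 changes are differences between mean log2 CPM, so a few libraries with no listed tag can move them more than they move the mean CPM printed beside them. The 13 gene lists were tested against the other genes with camera in limma, with the preset correlation between genes and with an estimated one, over the 10 lists with at least 3 tested members. Counts "adjusted over the list alone" use Benjamini-Hochberg values within the list. The named regions were those with an adjusted p under 0.05, a mean above the median, at least 50 tags and tags in at least 2 libraries of the higher protein: the 10 with the largest log2 change in each direction for the NXF1 and the SRSF3 and SRSF7 contrasts, and the 3 highest for each SR protein against the other 6, with 1 region per gene. The named genes include Nxf1, Srsf1 to Srsf7, Malat1, Neat1 and Dusp6, and the 4 members of each list with the smallest p. For NXF1 the 3 clusters with the most tags were also named. Genes mentioned outside this rule are marked as chosen after their values were seen.

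Single values per library were compared with exact permutation tests, two-sided, over all splits of the libraries, or with 100000 resamples where there were too many splits. They covered the share of tags within 30 nt of the centre of an NXF1 cluster (background: centres moved 500 nt), the shares in transcript regions, and the share of tags with CNUC starting within 10 nt (background: positions moved 50 nt). The 12 tests of transcript regions were adjusted together. Agreement of libraries was the Spearman correlation of log2(CPM + 1) over regions. Closest partners came from the pooled profiles thinned to 480136 tags per protein, as the mean of 20 thinnings. NXF1 clusters with more than 3 tags of an SR protein within 30 nt were counted at full depth and with each SR protein thinned to 1333834 tags. Intervals for shares of a single file are 95% Wilson intervals and cover counting error only. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

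The alternatives were other scalings (trimmed mean of M-values, median ratio, totals over protein-coding genes), limma-trend, other filters, 1000-nt bins, regions from clusters rebuilt from the pooled tags, other windows, distinct positions, subsets of libraries by depth or run year, and leaving out each library. The run year and lane are in the file headers: the SRSF2, SRSF5 and SRSF6 libraries and SRSF7 replicates 1 to 3 are from 2013, the others from 2014, and the NXF1 libraries and SRSF7 replicates 4 to 6 share lane 1 of 2014. Knockdown RNA sequencing was not analysed here.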

Results

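SR proteins are splicing factors that stay on RNA while it matures, and NXF1 is the receptor that carries mRNA through nuclear pores. The study asked if, and in what way, members of the family take part in mRNA export, and it reported particular roles for SRSF3 and SRSF7. Cross-linking in P19 cells, which have features of early embryo cells, gave 31 libraries of tagged SRSF1 to SRSF7 and NXF1, with GFP-NLS as background. Libraries held between 13038 and 4459523 listed tags, with a median of 237488. The 4 SRSF1 libraries, replicates 1 to 4, had 703367, 246270, 86924 and 14900 tags. The 5 SRSF2 libraries had 32164, 1856640, 29680, 179693 and 2147525, and the 3 SRSF3 libraries 409282, 2152709 and 1949249. For SRSF4 the 3 totals were 108216, 1266898 and 159383, and for SRSF5 the 4 totals were 124775, 627982, 75820 and 501576. The 3 SRSF6 libraries had 2323026, 1155384 and 2118267 tags, the 6 SRSF7 libraries 13038, 54936, 42751, 4459523, 16556 and 1102861, and the 3 NXF1 libraries 237488, 140361 and 108708. The pooled control held 21880 tags, so that 3 tags there already make 137 CPM. Depth differed widely within a protein, and the libraries with few tags carried their strongest positions at high CPM.

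The RNA of the tagged gene itself was read first, because the cells carry extra copies of that gene and its neighbours. The study also reports strong NXF1 binding in an intron of Nxf1, and copies and binding were not told apart. Tags on Nxf1 reached 1472 to 2985 CPM in the NXF1 libraries and at most 162 elsewhere. Srsf3 reached 3076 to 3797 CPM in its own libraries against at most 543 elsewhere, Srsf4 989 to 2203 against 153, Srsf6 2000 to 2229 against 893, and Srsf7 14084 to 71203 against 3764. For Srsf1, Srsf2 and Srsf5 the ranges overlapped: 134 to 3540 CPM against up to 2997 elsewhere, 337 to 1998 against up to 1168, and 216 to 3511 against up to 2605. The control had no tag on these genes except Srsf5, at 137 CPM. Positions within 100000 nt of Srsf2 held 2954, 2055 and 7696 CPM in SRSF2 replicates 1, 3 and 4, but 93.7 and 125 in the libraries labelled SRSF2 replicates 2 and 5, where other proteins had at most 158. On Srsf5 itself these 2 libraries held 2605 and 2311 CPM, and no other library outside SRSF5 held more than 618 (SRSF4 replicate 2). These 2 libraries stay in their labelled group, and values without them are given where a call turns on them.

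Libraries of the same protein resembled each other only slightly more than libraries of different proteins. Over the regions, the mean Spearman correlation was 0.268 within proteins and 0.222 between them, a difference of 0.0451 (permutation test over libraries, two-sided, p = 0.0130). With all libraries thinned to 10000 tags the difference was 0.0366 (permutation p = 0.00016), and among libraries with at least 50000 tags it was 0.101 (permutation p = 2e-05). The libraries were run in an earlier and a later year, and within these years it was 0.0734 (permutation p = 0.0235) and 0.0843 (permutation p = 0.0044). Leaving out SRSF3 replicate 3 or SRSF6 replicate 3 gave 0.0314 (permutation p = 0.0641) and 0.0315 (permutation p = 0.0578). Thinned to 10000 tags, NXF1 libraries were alike, with correlations of 0.414 to 0.468 among themselves against a mean of 0.225 with the rest, whereas the SRSF7 libraries averaged 0.157 among themselves and 0.163 with the rest. In 20 of 31 thinned libraries the closest other library was of the same protein. No 2 libraries of the same protein were copies of each other (49 pairs compared).

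Among the pooled profiles, thinned to the same number of tags, SRSF6 and SRSF7 were closest, with a Spearman correlation over regions of 0.549. SRSF7 was also the closest partner of SRSF1 (0.462), SRSF2 (0.4998) and SRSF3 (0.415), while SRSF4 was nearest to SRSF6 (0.4996, with SRSF7 at 0.498) and SRSF5 to SRSF2 (0.445). The highest correlation of NXF1 was 0.269, with SRSF1, next to 0.265 with SRSF4. These are correlations across regions of the summed single libraries of each protein, not of the deposited pooled files, with no replicate test. The study ranked the proteins over exons, with SRSF3 nearest to NXF1, so both the unit and the pools differ from those here. Without the libraries labelled SRSF2 replicates 2 and 5 the partners were SRSF1 for SRSF2 (0.321), SRSF7 for SRSF5 (0.348) and SRSF2 for NXF1 (0.312). In 1000-nt bins the partner of SRSF1 and of NXF1 was SRSF4 (0.501 and 0.288), that of SRSF2 was SRSF6 (0.544) and that of SRSF6 was SRSF4 (0.574), so the order among close partners turned on the unit of counting. Leaving out 1 library changed the partner of SRSF1 (without SRSF1 replicate 1, SRSF6 replicate 3 or SRSF7 replicate 4), SRSF2 (without SRSF6 replicate 3 or SRSF7 replicate 4), SRSF4 (without SRSF4 replicate 2, SRSF6 replicates 1 or 2, or SRSF7 replicate 6), SRSF6 (without SRSF7 replicate 4), SRSF7 (without SRSF2 replicate 2) and NXF1 (without SRSF4 replicate 2).

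**Figure D1:**
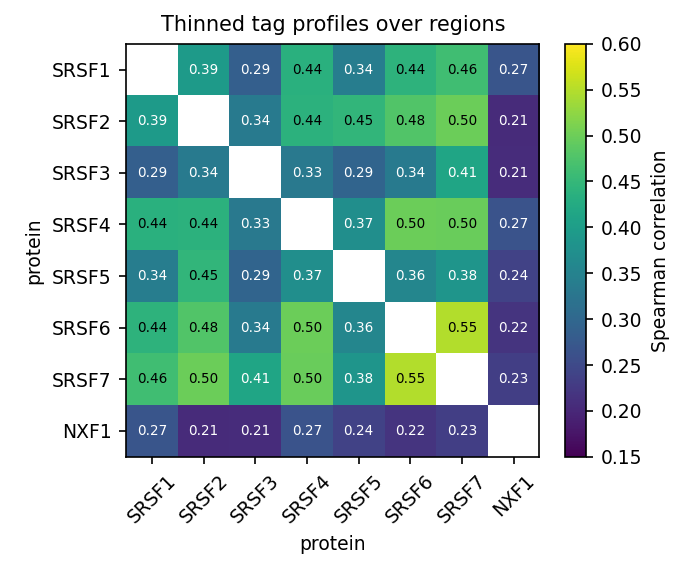
Spearman correlation of log2(CPM + 1) over regions between the pooled profiles of 7 SR proteins and NXF1, each thinned to 480136 tags; both axes list the proteins and each square gives the mean of 20 thinnings. The NXF1 column and line hold the lowest values for most proteins, and SRSF6 with SRSF7 the highest.

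Which RNAs carried NXF1 rather than SR proteins was asked with the NXF1 libraries against the 7 SR proteins. A small nucleolar RNA of the SNORD113 family, which lies in the imprinted Meg3 domain (chromosome 12, 110919009 to 110919059, plus strand), held 696 ± 183 CPM (SD, n = 3) with NXF1 and 36.6 ± 54.6 (n = 28) with SR proteins, a log2 change of 6.26 ± 0.78 (SE; adjusted p = 1.99e-06). The mitochondrial transfer RNAs for alanine, threonine and isoleucine (mt-Ta, mt-Tt and mt-Ti) were higher by 5.13 ± 0.90, 5.06 ± 0.88 and 5.03 ± 0.93 (adjusted p = 0.00017, 0.000162 and 0.000321), with 3325 ± 591 CPM on mt-Ti against 165 ± 184. Mir302a, the precursor of a microRNA abundant in pluripotent cells, held 397 ± 87.1 CPM against 55.6 ± 156 (log2 change 5.15 ± 1.03, adjusted p = 0.000796). The control had no tag at any of these 5 regions. A copy of the 5S ribosomal RNA gene (n-R5s211, 805 ± 307 CPM against 102.5 ± 258) and 4 regions outside the genes of the annotation were the other regions in the top 10. At n-R5s211 the control held 319.9 CPM, and at 3 of those 4 regions it held 1371 (chromosome 17, 39982214 to 39982456), 183 (chromosome 10, 32536474 to 32536486) and 229 CPM (chromosome 6, 89713861 to 89713897). Values on 5S and small nucleolar RNA copies are uncertain, since near-identical copies share cDNAs.

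Regions lower with NXF1 included coding exons, introns and intergenic places. NXF1 had no listed tag on a coding exon of Srrm2, a core protein of nuclear speckles (SR proteins 189 ± 163 CPM, adjusted p = 0.0311), on one of Hnrnph1, a splicing regulator (87.1 ± 62.8, adjusted p = 0.0289), on an intron of the pyruvate kinase gene Pkm2 (74.8 ± 58.96, adjusted p = 0.00825), or on an intron of the spermine synthase gene Sms (119 ± 128, adjusted p = 0.0475, with 183 CPM in the control). The Hnrnph1 call ended with trimmed-mean scaling (adjusted p = 0.0504, range over 5 alternatives 1.75e-08 to 0.0504) and that of Sms with totals over coding genes (0.109, range 5.84e-10 to 0.109). An exon of Snhg5, a host of small nucleolar RNAs, was lower by log2 −4.26 ± 1.41 (4.75 CPM against 109.9 ± 109.5, adjusted p = 0.0443), and not with trimmed-mean scaling (0.0911, range 0.00785 to 0.0911). The remaining 5 regions of this top 10 lay outside annotated genes.

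Of 6649 regions, 778 differed, with 669 higher with NXF1 and 109 lower, and 2003 had an unadjusted p under 0.05. Intergenic positions made up 50.4% of the higher regions and 25.4% of those tested, exons of noncoding genes 24.5% against 7.66%, and coding sequence 3.44% against 34.8%. The lower regions were 38.5% intergenic, 22.9% intronic and 25.7% coding, so intergenic places stood above their tested share in both directions. Among the higher regions 17 were mitochondrial, of 40 tested. A control tag lay in 32.1% of the regions higher with NXF1. Scaling by totals over coding genes moved the median of all regions by 1.24 and gave 1394 higher and 36 lower; trimmed-mean scaling moved it by −0.17. Matched depth (libraries with 50000 to 250000 tags, none of them of SRSF3 or SRSF6) gave 678 higher and 1005 lower. The libraries of the later run year (the later runs) gave 663 and 250, and limma-trend 124 and 17. Without NXF1 replicate 1, 2 or 3 the count was 450, 433 or 415.

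**Figure D2:**
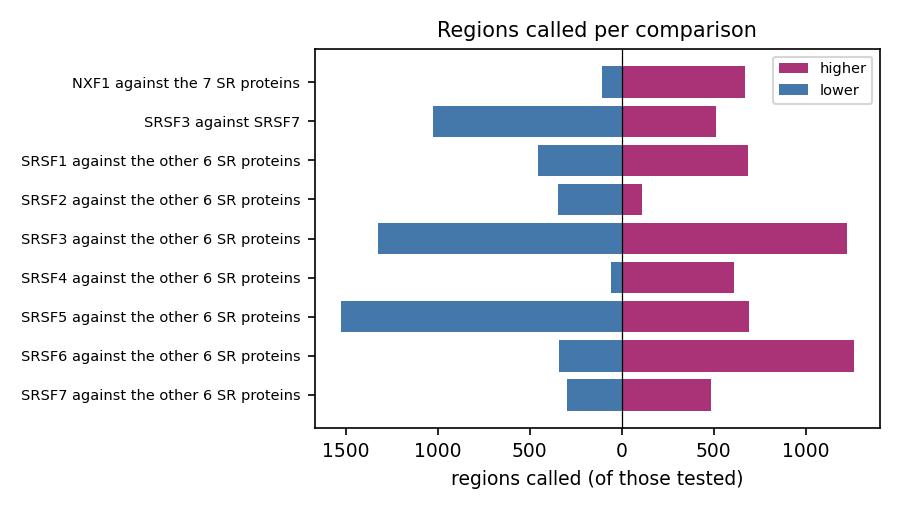
Number of regions called higher (right of 0) and lower (left of 0) in each of the 9 comparisons, of 6649 tested, at an adjusted p under 0.05 in limma. NXF1 has 669 higher and 109 lower, and the counts are on library totals, so that the split of several comparisons shifts with the scaling.

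Counted over whole genes, Nxf1 itself was the top gene with NXF1, by log2 5.08 ± 0.79 (2274 ± 761 CPM against 74.7 ± 58.5, adjusted p = 0.000144), a call that limma-trend did not make. Its neighbour Hnrnpul2, a nuclear RNA-binding protein gene within 100000 nt of Nxf1, was higher by 3.79 ± 0.84 (607 ± 192 CPM against 68.0 ± 89.0, adjusted p = 0.00595), and Snhg1, on the other side of Nxf1, held 1135 ± 106 CPM against 340 ± 253 (adjusted p = 0.0967). In all, 336 of 6066 genes differed, 188 higher and 148 lower, and 2338 at an unadjusted p under 0.05. Trimmed-mean, coding-gene and median-ratio scaling moved the median gene by 0.85, 1.14 and 1.14 and gave 154 higher and 2 lower, 484 and 61, and 263 and 1. Nearly all lower calls thus ended with trimmed means and median ratios, but not with coding-gene totals. The count fell to 54, 45 and 72 without NXF1 replicate 1, 2 or 3. It was 49 with limma-trend, 992 at matched depth (296 higher, 696 lower) and 1165 in the later runs (235 higher, 930 lower).

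The lists of RNA-processing genes had negative medians with NXF1, and none held with an estimated correlation. Of 12 SR protein genes 1 was lower and 0 higher, with 8 lower adjusted over the list alone (median log2 change −2.40): Srsf2 had 99.0 ± 115 CPM against 639 ± 479 (−2.88 ± 0.82, adjusted p = 0.0348), while Srsf7, at 0.71, did not pass (adjusted p = 0.434). Cleavage and polyadenylation genes, which form mRNA 3′ ends, had 2 of 16 lower, 0 higher and 5 lower adjusted over the list alone (median −2.54). They were Sympk, a scaffold of the cleavage machinery (−4.33 ± 1.25, adjusted p = 0.0354), and Wdr33, which reads the polyadenylation signal (−2.72 ± 0.81, adjusted p = 0.0409). Exon junction complex genes, whose proteins mark spliced mRNA, had 1 of 9 lower, 0 higher and 7 lower adjusted over the list alone (median −2.81), namely Acin1 (−2.79 ± 0.77, adjusted p = 0.0298). With camera these lists had adjusted p = 0.0751, 0.0406 and 0.0406 and, with an estimated correlation, adjusted p = 0.588, 0.552 and 0.357, so none held. Trimmed-mean scaling ended the calls of Srsf2 (adjusted p = 0.272, range over alternatives 0.0234 to 0.272), Sympk (0.209, 0.00757 to 0.209), Wdr33 (0.235, 0.0210 to 0.253) and Acin1 (0.272, 0.0177 to 0.272). No member of the 3 lists was higher at an unadjusted p under 0.05 either, and limma-trend called 0 members in either direction.

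Of 25 hnRNP genes, which coat nascent RNA, Hnrnpul2 was higher and Hnrnph2 lower (0 CPM against 39.4 ± 29.4, adjusted p = 0.0462; 0.225 with trimmed-mean scaling, range 0.00494 to 0.225), with 2 higher and 8 lower adjusted over the list alone and 0 called by limma-trend. The list had a median of −1.37 and a downward test (adjusted p = 0.782, and adjusted p = 0.924 with an estimated correlation) that turned upward with trimmed-mean and coding-gene scaling. Of 14 export genes only Nxf1 was higher and 0 were lower (5 lower at an unadjusted p under 0.05, 0 by limma-trend), with 1 higher and 1 lower adjusted over the list alone. Their median of −1.97 and mean of −1.30 were negative where the test pointed up (adjusted p = 0.782; adjusted p = 0.924 with an estimated correlation).

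Histone and mitochondrial protein genes had positive medians with NXF1. The 15 genes of replication-dependent histones, whose mRNAs have no introns, had 1 higher and 0 lower member, also adjusted over the list alone, and 0 by limma-trend, with a median of 1.21 (camera adjusted p = 2.32e-10; adjusted p = 0.0312 with an estimated correlation). That member was Hist2h4 (184 ± 101 CPM against 42.2 ± 73.0; 2.63 ± 0.76, adjusted p = 0.0362), which did not pass in the later runs (0.0608, range 6.33e-07 to 0.0608). With an estimated correlation the list did not pass with trimmed-mean scaling (median 2.08, adjusted p = 0.124), at matched depth (1.11, adjusted p = 0.181) or in the later runs (0.54, adjusted p = 0.318). Histone copies are near-identical, so single members are uncertain. Of 7 protein genes of the mitochondrial genome 2 were higher and 0 lower, with 4 higher adjusted over the list alone and 0 by limma-trend (median 2.26; camera adjusted p = 1.13e-05; adjusted p = 0.0312 with an estimated correlation). These were mt-Nd4 (261 ± 186 CPM against 146 ± 310; 2.81 ± 0.78, adjusted p = 0.0307) and mt-Nd1 (740 ± 411 against 449 ± 779; 2.60 ± 0.79, adjusted p = 0.0451), subunits of respiratory complex I, and neither passed in the later runs (adjusted p = 0.139 and 0.145, ranges 2.28e-06 to 0.139 and 1.48e-07 to 0.145). The list did not hold there (median 0.63, adjusted p = 0.318 with an estimated correlation) or at matched depth (4.04, adjusted p = 0.0827).

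Of 9 long noncoding RNA genes, hosts of small nucleolar RNAs included, 1 was higher and 0 lower, with 3 higher and 2 lower adjusted over the list alone and 0 by limma-trend (median 1.27; camera adjusted p = 0.00142; adjusted p = 0.141 with an estimated correlation). The higher one was Rian, a noncoding RNA of the imprinted Meg3 domain (3.67 ± 1.10, adjusted p = 0.0423; 336 ± 226 CPM in 3 of 3 libraries against 195 ± 234 with tags in 16 of 28), and the list median was −0.33 at matched depth. Malat1, the abundant RNA of nuclear speckles, held 5480 ± 2103 CPM with NXF1 and 16298 with SR proteins (adjusted p = 0.0998), and Neat1, the scaffold of paraspeckles, 0 and 34.6 (adjusted p = 0.0960). Of 22 ribosomal protein genes 0 passed either way, also adjusted over the list alone, with 3 higher and 2 lower at an unadjusted p under 0.05 and 0 by limma-trend (median 0.47; camera adjusted p = 0.000103; adjusted p = 0.252 with an estimated correlation). Scaling by coding-gene totals called 8 of them higher, and the later runs gave a median of −0.04. Of 10 pluripotency genes 0 passed, also adjusted over the list alone, with 2 lower at an unadjusted p under 0.05 and 0 by limma-trend. Their median was −1.44 where the test pointed up (adjusted p = 0.618; adjusted p = 0.876 with an estimated correlation). Only 2 immediate early and growth factor response genes could be tested, and 0 passed, also adjusted over the list alone, at an unadjusted p under 0.05 and by limma-trend. Dusp6, which dampens growth factor signals, had −0.79 (adjusted p = 0.484). None of the 8 neural markers and 10 markers of mesoderm and endoderm had enough tags to be tested in any comparison.

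Within spliced transcripts, NXF1 sat on last exons. Last exons took 47.4% ± 2.67 (SD, n = 3) of the exonic tags of NXF1 and 22.9% ± 7.001 (n = 28) of those of SR proteins, and all 3 NXF1 libraries lay above every SR protein library (exact permutation test, two-sided, p = 0.000222, the smallest the 4495 splits can give; adjusted p = 0.00267). At matched depth the SR proteins had 25.1% (8 libraries, exact p = 0.00606, adjusted p = 0.0364), and in the later runs the difference had an adjusted p of 0.0214. The control stood between them at 38.3% (Wilson interval 35.7% to 40.9%, 526 of 1375 tags). SR protein libraries with few tags ranged from 15.5% (SRSF1 replicate 4) to 37.4% (SRSF2 replicate 1). Over distinct positions the control had 46.9%, inside the NXF1 range of 46.5% to 53.2%, and SR protein libraries had at most 41.0%. Whether part of the contrast is shared with the background was not tested. Coding sequence held 5.59% ± 2.54 of NXF1 tags against 25.6% ± 17.0 (exact p = 0.0449, adjusted p = 0.1798; control 3.59%, 3.35% to 3.85%), introns 9.83% against 16.02% (adjusted p = 0.204; control 15.6%, 15.1% to 16.1%), and 5′ UTRs 1.56% against 2.87% (adjusted p = 0.204; control 0.889%, 0.772% to 1.02%). First exons took 16.7% against 12.2% (exact p = 0.198; control 15.6%, 13.7% to 17.6%). The 3′ UTR share did not differ by tags, at 5.84% against 5.89% (exact p = 0.984; control 2.53%, 2.33% to 2.75%), while over distinct positions it was 12.1% against 7.56%. Outside mRNA, NXF1 had 49.2% ± 5.27 of its tags at intergenic positions and 26.1% ± 1.22 in noncoding exons, where the control had 63.3% (62.6% to 63.9%) and 12.4% (11.97% to 12.9%).

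**Figure D3:**
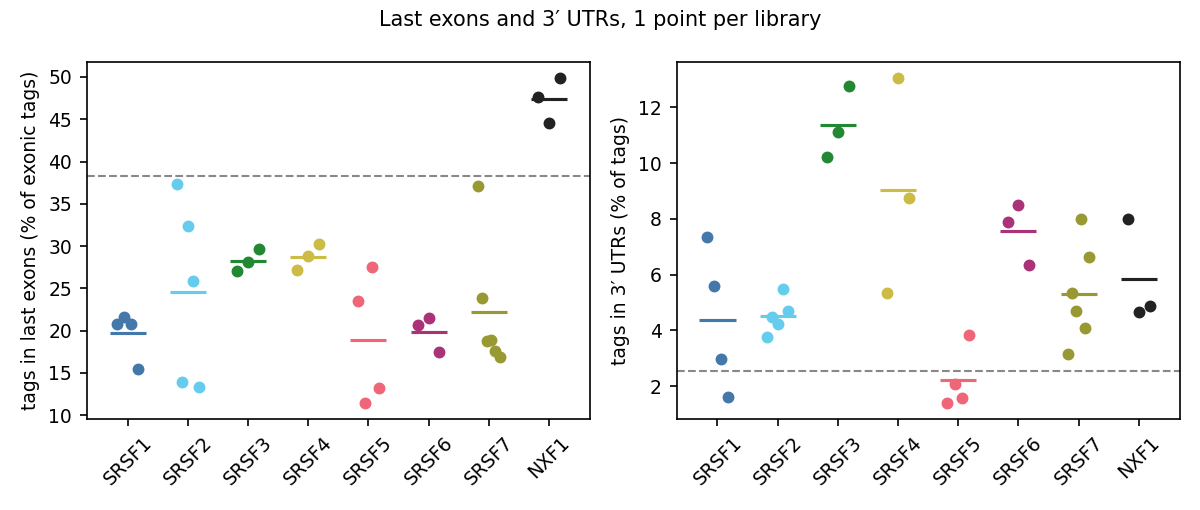
Share of exonic tags in last exons (left, %) and of all tags off the mitochondrial genome in 3′ UTRs (right, %), with 1 point per library, a line at the mean of each protein and a dashed line at the pooled control. The 3 NXF1 libraries, at 44.6% to 49.9%, lie above all SR protein libraries in last exons, and the 3 SRSF3 libraries above all SRSF7 libraries in 3′ UTRs.

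SRSF3 and SRSF7 were compared directly because the study describes opposite roles for them in the choice of 3′ ends. Genes higher with SRSF3 included 3 mitochondrial and 2 pluripotency genes, and genes higher with SRSF7 the imprinted noncoding RNAs Meg3, Rian and Mirg. A coding exon of Strc, which encodes a protein of inner-ear hair cells, held 889.8 ± 149 CPM (n = 3) with SRSF3 and 0 with SRSF7 (n = 6; adjusted p = 2.12e-05). A 3′ UTR of Mbd6, a methyl-CpG-binding domain protein, held 115 ± 22.1 against 1.61 (log2 change 4.95 ± 1.05, adjusted p = 0.00113), an intron of the Polycomb gene Phc1 282 ± 50.4 against 3.07 (4.84 ± 0.84, adjusted p = 0.000235), an intron of the metalloprotease gene Adam12 177 ± 8.78 against 12.998 (5.00 ± 0.80, adjusted p = 0.000125), and U4atac, a small nuclear RNA of the minor spliceosome, 345 ± 186 against 11.5 (4.81 ± 1.34, adjusted p = 0.00911). An intron of Srsf3 itself was higher by 5.65 ± 1.18, and 4 intergenic regions filled the top 10. In the other direction a Meg3 region held 0 against 437 ± 408 CPM (4 of 6 libraries, adjusted p = 0.00453) and a Rian region 0 against 101.7 ± 85.5 (4 of 6, adjusted p = 0.00148). A coding exon of Srsf7 itself changed by −7.70 ± 0.89 (2.57 against 728 ± 195 CPM) and one of Eif3a, a translation initiation factor subunit, by −7.46 ± 1.33 (1.63 against 71.3, 3 of 6 libraries; control 137 CPM). The 5S copies n-R5s115, n-R5s156 and n-R5s136 and Chi3l7 were also lower, with 2742, 2697, 2148 and 137 CPM in the control. The calls of n-R5s156 and Chi3l7 did not pass in the later runs (adjusted p = 0.0967 and 0.0886, ranges 0.000175 to 0.0967 and 0.00123 to 0.0886).

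In all, 1543 of 6649 regions differed, 515 higher with SRSF3 and 1028 lower, with 2384 at an unadjusted p under 0.05. The 3′ UTR held 19.03% of the higher and 3.79% of the lower regions, and coding sequence 35.5% and 60.4%. The balance turned with the scaling: trimmed-mean factors moved the median of all regions by 1.10 and gave 980 higher and 444 lower, median-ratio factors moved it by 1.13 and gave 996 and 462, coding-gene totals moved it by −0.20, and limma-trend called 676 higher and 49 lower. The later runs gave 406 and 826. Without SRSF3 replicate 1, 2 or 3 the count was 983, 898 or 979. Of 6066 genes 121 differed, 37 higher and 84 lower, with 978 at an unadjusted p under 0.05, and the count was 37, 12 and 16 without SRSF3 replicate 1, 2 or 3, 57 in the later runs and 20 with limma-trend (19 higher, 1 lower). Trimmed-mean, coding-gene and median-ratio scaling moved the median gene by 0.58, −0.32 and 0.59.

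Of the 7 mitochondrial protein genes 3 were higher and 0 lower, with 6 higher adjusted over the list alone and 1 by limma-trend (median 3.78; camera adjusted p = 6.24e-07; adjusted p = 0.0129 with an estimated correlation). The complex I subunits mt-Nd5 (2587 ± 239 CPM against 188 ± 293; 5.24 ± 1.21, adjusted p = 0.0136), mt-Nd2 (1658 ± 473 against 174 ± 256; 4.33 ± 1.01, adjusted p = 0.0141) and mt-Nd4 (988 ± 63.6 against 140 ± 154; 3.82 ± 0.86, adjusted p = 0.0119) passed. Of 10 pluripotency genes 2 were higher and 0 lower, with 4 higher adjusted over the list alone and 1 by limma-trend (median 2.19; camera adjusted p = 0.00037; adjusted p = 0.0410 with an estimated correlation): Utf1, a chromatin factor of embryonic stem cells (224 ± 14.3 CPM against 4.40 ± 7.28; 3.93 ± 0.95, adjusted p = 0.0184), and Sall4, a stem cell transcription factor (78.1 ± 2.41 against 0.7101 ± 1.74; 4.51 ± 1.22, adjusted p = 0.0390). Neither list held within the later runs, with medians of 2.85 and 1.72 (adjusted p = 0.124 for each with an estimated correlation), where Utf1 (0.0655, range over alternatives 0.00971 to 0.0655), mt-Nd4 (0.164, 0.00652 to 0.164), mt-Nd5 (0.223, 0.00899 to 0.223) and mt-Nd2 (0.223, 0.0116 to 0.223) did not pass.

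Of the 9 long noncoding RNA genes 3 were lower and 0 higher, with 1 higher and 3 lower adjusted over the list alone (median −0.08, mean −2.63; camera adjusted p = 0.0290; adjusted p = 0.523 with an estimated correlation). Mirg, Rian and Meg3 had 0 CPM with SRSF3 and 101, 358 and 793 with SRSF7, with tags in 3, 5 and 4 of 6 libraries (adjusted p = 0.00401, 0.00401 and 0.00990; the control had 137 CPM on Meg3), and limma-trend called 0 of the 9. With trimmed-mean scaling the median of this list was 0.62. Of 12 SR protein genes Srsf3 was higher (3347 ± 392 CPM against 100 ± 142; 5.46 ± 1.23, adjusted p = 0.0115, and 0.0655 in the later runs, range 0.00357 to 0.0655) and Srsf7 lower (−6.10 ± 0.84, adjusted p = 2.42e-05), and the same 2 adjusted over the list alone. The list had a median of −0.05, a mean of 0.04 and a downward test (adjusted p = 0.775; adjusted p = 0.906 with an estimated correlation), and 1.12 with trimmed-mean scaling.

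The other lists had 0 members passing in either direction. These were 25 hnRNP genes (median 0.86; 3 higher at an unadjusted p under 0.05, 0 adjusted over the list alone; camera adjusted p = 0.152), 16 cleavage and polyadenylation genes (0.67; 2 higher, 0 over the list), 15 histone genes (0.61; 1 higher, 0 over the list) and 22 ribosomal protein genes (0.60; 2 higher, 0 over the list), the last 3 with adjusted p = 0.290. All 4 had adjusted p = 0.872 with an estimated correlation. For 14 export genes (median −0.21, and 0.48 with trimmed-mean scaling; adjusted p = 0.747 and, with an estimated correlation, adjusted p = 0.906) 1 was lower at an unadjusted p under 0.05 and 1 adjusted over the list alone, Thoc7, a subunit of the export complex THO (−3.12, adjusted p = 0.104). For 9 exon junction complex genes (median 0.52, mean −0.16, test downward; adjusted p = 0.633 and, with an estimated correlation, adjusted p = 0.892) 2 were lower at an unadjusted p under 0.05 and 1 adjusted over the list alone. Of the 2 tested immediate early and growth factor response genes 0 passed, also at an unadjusted p under 0.05 and adjusted over the list alone. By limma-trend 0 members of these 7 lists passed.

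Shares of tags by transcript region set SRSF3 apart from SRSF7 in 3′ UTRs only before adjustment. SRSF3 had 11.4% ± 1.29 (n = 3) of its tags there and SRSF7 5.32% ± 1.76 (n = 6), with all 3 SRSF3 libraries above every SRSF7 library (exact permutation test, two-sided, p = 0.0119, the smallest of 84 splits; adjusted p = 0.0714). Last exons took 28.3% ± 1.31 against 22.2% ± 7.70 (exact p = 0.214, adjusted p = 0.367). Within the later runs the last exon share of SRSF7 was 17.8% ± 1.05, below all 3 SRSF3 libraries (exact p = 0.1, the smallest that 3 against 3 allow). Coding sequence held 34.7% against 25.4% (p = 0.476), introns 21.0% against 19.6% (p = 0.738), first exons 9.74% against 11.2% (p = 0.667) and 5′ UTRs 4.29% against 3.00% (p = 0.262), all by exact permutation tests.

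Each SR protein was then set against the mean of the other 6. Coding sequence held 71.7% of the 1264 regions higher with SRSF6 and 52.0% ± 1.27 (n = 3) of its tags, and 49.7% and 49.3% of the tags of SRSF7 replicates 4 and 6, which are also deep, against 6.64% in SRSF7 replicate 1. SRSF6 led on coding exons of Ddx21, a nucleolar RNA helicase (791 ± 182 CPM against 38.5; log2 change 6.08 ± 0.88, adjusted p = 1.60e-05), Ankrd11, a chromatin regulator (643 ± 65.8 against 60.5; 4.79 ± 0.95, adjusted p = 0.000373), and Eif3a (816 ± 199 against 149; 4.602 ± 0.79, adjusted p = 7.56e-05; control 137 CPM). SRSF3 led on Strc (6.44 ± 1.10, adjusted p = 5.09e-05), the mitochondrial mt-Nd4 (988 ± 63.6 CPM against 44.5; 5.74 ± 0.72, adjusted p = 1.30e-06) and the tubulin gene Tubb5 (519 ± 89.95 against 20.2; 5.38 ± 0.73, adjusted p = 3.45e-06), and 3′ UTRs made up 17.5% of its higher regions against 8.93% of those tested. For SRSF5, 75.2% of its higher regions were intergenic and 58.8% of its lower ones coding. SRSF7 led on an intron of its own gene (6.82 ± 0.52, adjusted p = 1.28e-10), on Dhx57, a helicase gene within 100000 nt of Srsf7 (591 ± 218 CPM against 11.8; 5.41 ± 0.51, adjusted p = 3.63e-09), and on Meg3 (437 ± 408 against 97.3; 4.49 ± 0.95, adjusted p = 0.00198).

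The strongest regions of the other proteins were less telling. A short stretch in the 5′ UTR of Taf1c, a subunit of an RNA polymerase I factor (chromosome 8, 122129052 to 122129056), was highest for SRSF1 (3439 ± 3327 CPM against 58.98; 8.80 ± 0.90, adjusted p = 8.13e-08) and was called higher for SRSF4 (5.65 ± 1.001, adjusted p = 0.000497), although its mean of 355 CPM was under the 564 of the other 25 libraries, which SRSF1 raises. The control held 137 CPM there. SRSF4 led on an intron of the wax synthase gene Awat2 (514 CPM against 81.9, 5.93 ± 0.99; control 137). SRSF5 led on Gm14321, of unknown function (317 CPM, 4.58 ± 0.93; control 274), and SRSF2 on an intron of 4930557F10Rik (267 CPM, 3.97 ± 0.69), while their remaining top regions were intergenic. The own gene was higher for Srsf3 (5.203, adjusted p = 0.00121), Srsf4 (5.07, 0.000127), Srsf5 (2.75, 0.0436), Srsf6 (3.16, 0.0258) and Srsf7 (6.60, 5.04e-11), and did not pass for Srsf1 (1.38, 0.495) and Srsf2 (1.41, 0.564). With limma-trend 1 of 12 SR protein genes was higher for SRSF7 and 0 passed for each of the other 6, so the calls of Srsf3, Srsf4, Srsf5 and Srsf6 were lost.

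Across the 6649 regions the calls were 689 higher and 454 lower for SRSF1, 110 and 346 for SRSF2, 1227 and 1326 for SRSF3, 612 and 59 for SRSF4, 690 and 1528 for SRSF5, 1264 and 342 for SRSF6, and 484 and 298 for SRSF7. Median-ratio scaling turned SRSF1 to 212 and 218 and SRSF4 to 171 and 39. Coding-gene totals turned SRSF3 to 989 and 1985, SRSF5 to 1592 and 1081, SRSF6 to 816 and 772 and SRSF7 to 366 and 429. Trimmed-mean factors turned SRSF3 to 1478 and 601 and SRSF7 to 121 and 212, and median-ratio factors to 1425 and 635 and to 117 and 233. The median of all regions moved with trimmed-mean, coding-gene and median-ratio scaling by −0.50, 0.35 and −0.47 for SRSF1, by −0.18 with median ratios for SRSF2, by 0.86, −0.53 and 0.81 for SRSF3, by −0.54, 0.19 and −0.33 for SRSF4, by −0.17, 0.97 and −0.06 for SRSF5, by 0.62, −0.66 and 0.58 for SRSF6, and by −0.40, −0.29 and −0.48 for SRSF7. The total of 1143 for SRSF1 was 593 and 698 without its replicates 1 and 2, and that of 456 for SRSF2 was 95 and 168 without replicates 2 and 5, the libraries with the doubtful label. The 2553 of SRSF3 were 1656 without replicate 2, the 671 of SRSF4 272 without replicate 3, and the 2218 of SRSF5 940 without replicate 2. The 1606 of SRSF6 were 948, 776 and 1055 without replicates 1, 2 and 3, and the 782 of SRSF7 329 without replicate 6. The SRSF2, SRSF5 and SRSF6 libraries were all run in the earlier year and those of SRSF1, SRSF3 and SRSF4 in the later one, so each comparison of 1 of these 6 with the other SR proteins also sets run years against each other in part.

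Over genes, SRSF5 had 100 higher and 1234 lower of 6066, SRSF3 515 and 142, SRSF6 253 and 41, SRSF7 149 and 28, SRSF1 70 and 86, SRSF4 24 and 2, and SRSF2 9 and 17. With trimmed-mean, coding-gene and median-ratio scaling SRSF3 had 159 and 142, 453 and 419, and 201 and 156. SRSF5 had 130 and 94, 322 and 510, and 152 and 109, SRSF6 had 23 and 52, 138 and 110, and 25 and 58, and SRSF7 had 20 and 32, 157 and 78, and 21 and 35. SRSF4 had 52 and 30, 126 and 58, and 55 and 32. The median gene moved by 0.21, 0.34 and 0.21 for SRSF1, by −0.29 and −0.28 with trimmed means and median ratios for SRSF2, by −0.12, −0.61 and −0.12 for SRSF3, by 0.29, 0.22 and 0.28 for SRSF4, by 0.94, 1.01 and 1.02 for SRSF5, by −0.23, −0.73 and −0.28 for SRSF6, and by −0.82, −0.24 and −0.83 for SRSF7. Single libraries decided most of these totals. The 156 of SRSF1 were 55, 39 and 79 without its replicates 1, 3 and 4 and 325 without SRSF2 replicate 4. The 657 of SRSF3 were 256, 108 and 100 without replicates 1, 2 and 3, the 1334 of SRSF5 589, 100 and 761 without replicates 1, 2 and 3, and the 177 of SRSF7 105, 115, 117 and 118 without replicates 1, 2, 3 and 5, and 118 without SRSF4 replicate 3. The 294 of SRSF6 were 2, 6 and 9 without its replicates 1, 2 and 3, 471 without SRSF1 replicate 4 and 561 without SRSF4 replicate 2. The 26 of SRSF2 were 9 and 12 without replicates 2 and 5, 55 without replicate 4, 17 without SRSF1 replicate 1 or SRSF6 replicate 2, and 16 without SRSF3 replicate 3. The 26 of SRSF4 were 3, 17 and 4 without its replicates 1, 2 and 3, 54 without SRSF2 replicate 4, 16 without SRSF3 replicate 2 or 3, and 17 without SRSF6 replicate 1, 2 or 3 or SRSF7 replicate 4.

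Some gene groups moved with single SR proteins. All 7 mitochondrial protein genes were higher with SRSF3 than with the other SR proteins (median 5.64; camera adjusted p = 5.78e-12; adjusted p = 0.000847 with an estimated correlation). With SRSF2 they had a median of −2.30, with 0 passing (6 lower at an unadjusted p under 0.05 and adjusted over the list alone, 0 by limma-trend; camera adjusted p = 1.89e-08; adjusted p = 0.00609 with an estimated correlation). Histone genes also lay low with SRSF2 (median −1.80; 0 of 15 passing, 11 lower at an unadjusted p under 0.05, 8 adjusted over the list alone, 0 by limma-trend; camera adjusted p = 1.42e-14; adjusted p = 0.00952 with an estimated correlation, and 0.0991 with trimmed-mean scaling). Without the libraries labelled SRSF2 replicates 2 and 5 both lists kept their sign (medians −2.71 and −1.99) and neither held (adjusted p = 0.253 for each with an estimated correlation). Histone genes lay high with SRSF4 (median 1.79; 1 of 15 higher, 7 adjusted over the list alone; camera adjusted p = 5.00e-11; adjusted p = 0.0566 with an estimated correlation). Long noncoding RNA genes had 3 of 9 higher with SRSF1 (camera adjusted p = 0.000472; adjusted p = 0.266 with an estimated correlation) and 3 higher with SRSF7 (median −0.18, mean 0.92; adjusted p = 0.740), and 3 lower with SRSF3 (adjusted p = 0.00204; adjusted p = 0.290 with an estimated correlation) and with SRSF6 (adjusted p = 0.00823; adjusted p = 0.716 with an estimated correlation). Exon junction complex genes had 3 of 9 higher with SRSF6 (median 1.77; 4 adjusted over the list alone; camera adjusted p = 0.149), and pluripotency genes 2 of 10 higher with SRSF3 (median 1.66; 4 adjusted over the list alone; adjusted p = 0.0700). With SRSF5, 3 hnRNP, 3 cleavage and polyadenylation, 2 exon junction complex, 3 histone, 4 ribosomal protein and 3 mitochondrial genes were lower, in a comparison whose median gene the other scalings move up by 0.94 to 1.02. Of the members counted here as passing, limma-trend called 6 mitochondrial genes and 1 pluripotency gene with SRSF3 and 0 of the others. None of the other preset calls in these 7 comparisons held with an estimated correlation.

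The tie between SR proteins and NXF1 was measured as the share of each library's tags within 30 nt of an NXF1 cluster. SRSF1 and SRSF5 had the most, 62.1% ± 10.6 (SD, n = 4) and 61.3% ± 9.72 (n = 4), then SRSF4 with 56.6% ± 15.8 (n = 3), SRSF2 with 43.8% ± 13.95 (n = 5), SRSF7 with 43.3% ± 12.3 (n = 6), SRSF6 with 30.8% ± 2.33 (n = 3) and SRSF3 with 30.6% ± 9.45 (n = 3). The proteins differed (permutation test, two-sided, p = 0.00467), but not past 0.05 over distinct positions (permutation p = 0.0517), as a ratio to moved centres (0.173), with at least 400000 tags (0.0545) or in the later runs (0.0634). Centres moved by 500 nt took 3.42% to 5.41%. The control had 57.4% (Wilson interval 56.8% to 58.1%) near NXF1 clusters, more than the mean of 5 of the SR proteins. SRSF3 had less near NXF1 than the other 6 together (49.4% ± 15.1, 25 libraries), by −18.7 points (exact permutation test, two-sided, p = 0.0449). The difference lost its call among libraries with at least 400000 tags (−6.66 points, exact p = 0.341), in the later runs (−23.0 points, exact p = 0.0629) and over distinct positions (−15.9 points, exact p = 0.0855), and without SRSF3 replicate 2 or 3 the exact p was 0.217 and 0.194. In 17 of 28 sets with 1 library left out p rose above 0.05, so the call was lost.

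**Figure D4:**
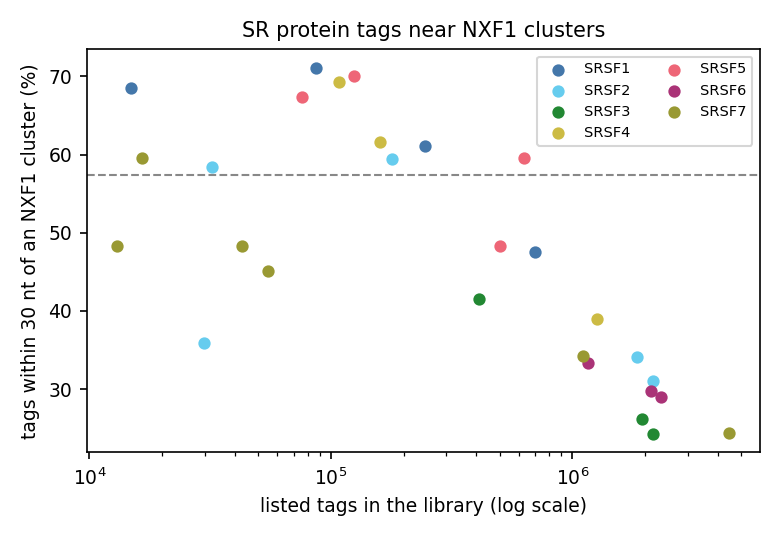
Share of each SR protein library's tags within 30 nt of the centre of an NXF1 cluster (%), against the listed tags of the library on a log scale, with 1 point per library and a dashed line at the pooled control (57.4%). Libraries with few tags sit higher, and the SRSF3 libraries, at 24.3% to 41.5%, are among the deeper ones.

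Seen from the 35741 NXF1 clusters, 86.0% had more than 3 tags of at least 1 SR protein within 30 nt, and 23.3% had all 7. At full depth SRSF6 (72.8%), SRSF3 (71.3%) and SRSF2 (70.4%) led, but with every protein thinned to the same total SRSF4 led with 50.8%, followed by SRSF7 (46.2%), SRSF1 (44.2%), SRSF6 (41.7%), SRSF2 (40.6%), SRSF3 (40.3%) and SRSF5 (37.3%). Any SR protein was then found at 71.8% of the clusters and all 7 at 15.4%. Moved centres gave 7.46% to 21.5% at full depth. NXF1 clusters with a single SR protein numbered 3033 (8.49%) at full depth, where SRSF3 was that protein in 41.9%, and 3995 (11.2%) after thinning, where SRSF4 was in 22.5% and SRSF3 in 20.4%. In 3′ UTRs, which held 7745 of the clusters, SRSF4 (48.3%) and SRSF3 (37.2%) led after thinning and SRSF5 (17.6%) came last. The order was the same at the ends of the list in last exons (49.6%, 38.4% and 18.98%). Of clusters in coding sequence 97.5% had an SR protein at full depth. These counts come from pooled files and have no replicate test. The SRSF2 values, and the counts of all 7, rest mostly on the libraries labelled SRSF2 replicates 2 and 5, which hold most SRSF2 tags. Their label is doubtful, and no count without them was made.

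Much of the NXF1 signal sat in few places shared with the control. The 3 clusters with the most NXF1 tags lay on chromosome 17, plus strand, at positions with no gene in the annotation used: 39984575 to 39985047 with 25982 tags (4.56% of the total), 39984355 to 39984559 with 21940 (3.85%) and 39980531 to 39981080 with 8741 (1.53%). NXF1 had 55508, 48168 and 18314 CPM there and the control 87020, 48720 and 18921. Control clusters overlapped 2.21% of the NXF1 clusters, which held 51.1% of the NXF1 cluster tags. For SR proteins they overlapped 0.388% to 0.715% of clusters, with 9.62% to 35.2% of the tags. At similar depth (50000 to 250000 tags) the gap was smaller: control clusters held 47.2% of the tags of NXF1 libraries and 44.3% of those of 8 SR protein libraries (exact permutation test, two-sided, p = 0.661).

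SRSF3 was set apart most clearly by sequence. CNUC, the pyrimidine-rich motif that the study links to this protein, started within 10 nt of 52.1% of SRSF3 tags and of 34.3% at positions moved by 50 nt, an excess of 17.9 points ± 2.20 (SD, n = 3). The other SR proteins had 4.25 points (25 libraries, −4.15 to 13.7), and all 3 SRSF3 libraries, at 16.5 to 20.4, lay above every one of them (exact permutation test, two-sided, p = 0.000305, the smallest the 3276 splits can give). Within the later runs the exact p was 0.0035, the smallest of 286 splits. SRSF7 came next with 8.37 points ± 3.86, then SRSF6 with 5.27 ± 0.130, SRSF5 with 4.82, SRSF4 with 3.04, SRSF2 with 1.99, NXF1 with 1.66 ± 0.346 and SRSF1 with 0.499, and the control had −3.94. NXF1 was not apart from the SR proteins (exact p = 0.224). Among words of 4 bases near SRSF3 tags CAUC (log2 enrichment 0.91), UUUU (0.84), CGUC (0.79) and CUUC (0.73) led. UCGA and UUCG were among the 3 leading words near tags of NXF1 (0.87 and 0.92) and of each SR protein except SRSF3. These words were chosen after their values were seen.

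**Figure D5:**
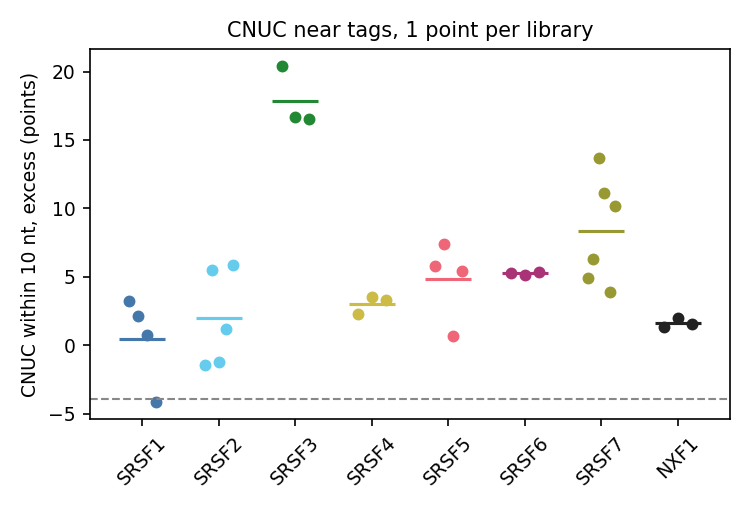
Excess of tags with CNUC starting within 10 nt over positions moved by 50 nt (percentage points), with 1 point per library, a line at the mean of each protein and a dashed line at the pooled control (−3.94). The 3 SRSF3 libraries, at 16.5 to 20.4 points, lie above all other libraries.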

Values the study reported

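The study reported 125,474 to 214,306 binding sites for each protein at its threshold on the false discovery rate. Within 30 nt of NXF1 sites, it stated that about 50% were shared with SR proteins, both in first exons and over all transcript regions.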

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

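Of the tests in this part, the carry-over prediction for Srsf7 was written before its result was seen; those on the SRSF2 labels, on the background, depth and run year of NXF1, and on other splits of the libraries were chosen only after.

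Over 11 measures and the groups of 4 to 6 libraries, 44 tests for a library far from the rest of its protein found 3, where chance finds about 1 in 20. SRSF2 replicate 3 had 35.9% of its tags in introns (Wilson interval 35.3% to 36.4%) and the other SRSF2 libraries 10.4% to 16.9%. SRSF1 replicate 4 had 15.5% of its exonic tags in last exons (13.8% to 17.3%) against 20.8% to 21.7%, and SRSF7 replicate 1 had 37.1% (34.5% to 39.7%) against 16.9% to 23.9%. Each of the 3 is among the libraries with few tags. No explanation was tested.

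The libraries labelled SRSF2 replicates 2 and 5 held 93.7 and 125 CPM within 100000 nt of Srsf2, where the extra copies of the tagged locus lie, and SRSF2 replicates 1, 3 and 4 held 2954, 2055 and 7696. Low depth is argued against: replicate 5 had 2147525 tags and replicate 4 179693, yet replicate 5 had 0.194 times as many tags beside Srsf2 (268 against 1383; 95% interval 0.170 to 0.221). A wrong label is a candidate explanation that the tables do not decide. Beside 5 of the 7 other tagged genes (Srsf3, Srsf4, Srsf6, Srsf7 and Nxf1) every library of the gene's own protein lay above the libraries of all other proteins, and beside 0 of these 5 genes did the 2 doubtful libraries rise in that way, which argues against these 5 labels. Srsf1 and Srsf5 do not tell their own libraries apart in this way, so SRSF1, which the headers of both name, and SRSF5 stay open: beside Srsf5 they held 164 and 142 CPM, SRSF5 libraries 16.03 to 215 and the rest at most 70.2, and beside Srsf1 211 and 172, SRSF1 libraries 0 to 284 and the rest at most 307. On the transcript of Srsf5 they held 2605 and 2311 CPM, SRSF5 libraries 216 to 3511 and the rest at most 618. On that of Srsf1 they held 2296 and 2348, SRSF1 libraries 134 to 3540 and the rest at most 2997. On that of Srsf2 they held 1165 and 1052, the other SRSF2 libraries 337 to 1998 and other proteins at most 1168. No biological explanation was tested.

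Srsf7 held 3764 CPM in NXF1 replicate 1, against 834 and 304 in replicates 2 and 3. NXF1 and 3 SRSF7 libraries shared a lane, and carry-over of cDNA could raise it: outside the Srsf7 locus, regions higher with SRSF7 (243) had a mean log2 ratio of replicate 1 over the other 2 of 2.06, and 3999 other regions 0.95, a difference of 1.10 ± 0.17 (SE; permutation p = 0.0001, the smallest 10000 permutations give). A check added after this result showed that regions higher with SRSF6, which shared no lane, differed by 1.60 and those higher with SRSF3 by 0.66, so carry-over from SRSF7 and a general shift of replicate 1 cannot be told apart. Sets of the other proteins differed by −1.02 (SRSF1), −0.85 (SRSF2), −0.58 (SRSF4) and −1.23 (SRSF5), and within levels of mean CPM the SRSF7 difference was 0.68. No biological explanation was tested.

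Of the 669 regions higher with NXF1, 32.1% (215) held a control tag, against 9.15% of the other regions (permutation p = 0.0001, the smallest 10000 permutations give) and 16.5% of those lower with NXF1. Background that NXF1 shares with GFP-NLS could therefore raise part of them, and how many is open, since the control, with 21880 tags, lists few weak positions and the absence of a control tag at the other 454 says little. Control clusters took 47.2% of NXF1 tags and 44.3% of those of 8 SR protein libraries of similar depth (exact permutation p = 0.661). At matched depth the 669 had a median log2 change of 2.44 (0.1 quantile 1.17) and with all libraries 2.98, 668 of them above 0 and 75.0% still called. In the later runs the median was 2.91 (0.1 quantile 1.88), with 669 above 0 and 84.006% called. Most of the 669 thus stayed higher against SR protein libraries of similar depth or of the same run year. They were chosen with the same NXF1 libraries, and these SR protein libraries were part of that choice, which favours values above 0. The values therefore do not settle whether depth or run year is the whole cause. The calls that ended did so with smaller changes: 167 regions went from a median of 2.43 (median SE 0.70) to 1.32 (0.82) at matched depth, and 107 from 2.48 (0.71) to 1.88 (0.73) in the later runs. Real binding of NXF1 at these places is open as well and was not tested apart from background.

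The protein labels of all 31 libraries were also shuffled together, 100 splits with the real one included, and the calls counted. In all 9 comparisons fewer than 5 of the 100 gave as many, over regions and over genes. Where the real split alone did so, this argues against chance as the whole source. For SRSF2 and SRSF7 shuffled splits gave more calls than the real one, so chance is not excluded there. The counts of splits were not adjusted for the number of comparisons. Over regions 1 split in each of NXF1, SRSF3 against SRSF7, SRSF1, SRSF3, SRSF4, SRSF5 and SRSF6, the real one, gave as many: 778 calls against at most 190.0 in another split, 1543 against 197, 1143 against 452, 2553 against 670.0, 671 against 228, 2218 against 119 and 1606 against 340.0. For SRSF2 4 splits did (456, highest other 658) and for SRSF7 2 (782, highest other 1337). Over genes the real split alone (1 of 100) gave 336 for NXF1 against at most 14, 121 for SRSF3 against SRSF7 against 40, 156 for SRSF1 against 136, 657 for SRSF3 against 14, 26 for SRSF4 against 8, 1334 for SRSF5 against 14 and 294 for SRSF6 against 32. For SRSF2 (26, highest other 974) and SRSF7 (177, highest other 2413) 2 splits did, and these large counts point to a structure of the libraries. The split with 2413 put 6 libraries of 409282 to 2152709 tags together, 1 of them SRSF7, and the one with 974 held libraries of 13038 to 4459523 tags, so it does not follow depth alone. Over all 84 splits of the 9 SRSF3 and SRSF7 libraries only the real one gave 1543 regions (highest other 1095) or 121 genes. Another came to 119 genes, with SRSF7 replicates 1, 2 and 5, which are 3 of the 4 libraries with the fewest tags among the 9, set against the rest.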

How the results depend on the processing

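The scalings by trimmed means, median ratios and coding-gene totals, limma-trend, matched depth, the single run years, the libraries left out for a doubtful label or a missing pool, the filters on 10 tags, the rebuilt regions, the ratio to moved centres and the minimum of 400000 tags were chosen only after the data had been seen. Library totals, fixed beforehand as an alternative, became the main scaling, and the filter on CPM, chosen after counts of calls under the filters on 10 tags had been seen, took the place of the one fixed beforehand. TMMwsp factors and DESeq2 were not run; trimmed-mean and median-ratio factors and limma-trend stand in their place. Using all libraries without the minimum of 10000 tags changes nothing, because every library has more. Limiting depth to 50000 to 250000 tags leaves no library of SRSF3 or SRSF6. NXF1 was there set against libraries of SRSF1, SRSF2, SRSF4, SRSF5 and SRSF7 only, and comparisons among SR proteins that need SRSF3 or SRSF6 have no value. The later runs give none for each SR protein against the others. Replicate blocks and limma-trend were run for the counts over regions and genes, the block also for the gene lists of 2 comparisons and limma-trend for the calls among list members. Over all alternatives, the left-out libraries included, 1461 values of the results that answer a comparison kept direction and side of the threshold or stayed near the main value, 230 moved, 33 lost their call and 29 reversed. For single named genes and regions 528 kept, 46 gained a call, 29 lost it and 0 reversed. Where a result below did not keep, the cause was not tested, except that leaving out libraries or filtering changes what is tested.

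The last exon share of NXF1 against SR proteins and the CNUC excess of SRSF3 kept their calls under every alternative run for them, left-out libraries included, and SRSF7 stayed the closest partner of SRSF3. With 1000-nt bins and with rebuilt regions all 9 counts over regions stayed within 1.5 times, and so did they with at least 50000 tags per library. Thinning, the minimum of 50000 tags and both run years kept the call of the replicate agreement; a pseudocount of 0.1 cannot change a rank correlation.

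Trimmed-mean factors called 390 regions for NXF1, 360 for SRSF1, 117 for SRSF2, 115 for SRSF4, 1423 for SRSF5 and 333 for SRSF7, and 156 genes for NXF1, 40 for SRSF2, 301 for SRSF3, 82 for SRSF4, 224 for SRSF5, 75 for SRSF6 and 52 for SRSF7. The list of histone genes lost its call for NXF1 at a median of 2.08, and for SRSF3 against SRSF7 the lists of SR protein, export and long noncoding RNA genes turned to medians of 1.12, 0.48 and 0.62. Median-ratio factors called 399 regions for NXF1, 430 for SRSF1, 177 for SRSF2, 210.0 for SRSF4, 1429 for SRSF5 and 350.0 for SRSF7, and 248 genes for SRSF1, 48 for SRSF2, 357 for SRSF3, 87 for SRSF4, 261 for SRSF5, 83 for SRSF6 and 56 for SRSF7. Totals over coding genes called 1430 regions for NXF1, 1972 for SRSF1, 739 for SRSF2 and 1097 for SRSF4, and 545 genes for NXF1, 309 for SRSF3 against SRSF7, 542 for SRSF1, 149 for SRSF2, 184 for SRSF4 and 832 for SRSF5.

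With limma-trend the counts fell in every comparison: 141 regions for NXF1, 725 for SRSF3 against SRSF7, and 114, 6, 659, 81, 44, 603 and 375 for SRSF1 to SRSF7, and 49 genes for NXF1, 20 for SRSF3 against SRSF7, and 8, 4, 43, 3, 6, 7 and 24 for SRSF1 to SRSF7. Without a filter 8479 regions were called for SRSF3 against SRSF7, 2457 for SRSF2, 8817 for SRSF3, 723 for SRSF5, 6581 for SRSF6 and 9194 for SRSF7, and 95 genes for NXF1, 34 for SRSF1, 9 for SRSF2, 143 for SRSF3, 3 for SRSF4, 394 for SRSF5 and 1 for SRSF6. At least 10 tags in 3 libraries gave 326 regions for NXF1, 13474 for SRSF3 against SRSF7, 654 for SRSF1, 16375 for SRSF3, 218 for SRSF4, 6258 for SRSF6 and 8594 for SRSF7. In 10 libraries the same minimum gave 3370 for NXF1, 1013 for SRSF3 against SRSF7, 287 for SRSF1, 49 for SRSF2, 103 for SRSF4, 592 for SRSF6 and 310.0 for SRSF7.

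Matched depth called 1683 regions and 992 genes for NXF1, turned the difference in 3′ UTR share to 1.28 points and the median of the long noncoding RNA genes to −0.33, and ended the list calls of histone genes (1.11) and mitochondrial genes (4.04). The minimum of 50000 tags gave 1608 genes for NXF1, 88 for SRSF1, 9 for SRSF2, 997 for SRSF3, 48 for SRSF4 and 662 for SRSF6. Within the later runs 1165 genes were called for NXF1 and 57 for SRSF3 against SRSF7, the lists of histone and mitochondrial genes lost their calls for NXF1 (0.54 and 0.63), as did those of pluripotency and mitochondrial genes for SRSF3 against SRSF7 (1.72 and 2.85). The median of ribosomal protein genes turned to −0.036 for NXF1, and for SRSF3 against SRSF7 hnRNP, exon junction complex, histone and ribosomal protein genes turned to −0.19, −0.23, −0.057 and −0.042 and the difference in coding share to −1.92 points.

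Without the libraries labelled SRSF2 replicates 2 and 5, SRSF2 had 88 regions, and SRSF1, SRSF4 and SRSF6 had 103, 16 and 514 genes. The median of SR protein genes in SRSF3 against SRSF7 turned to 0.0054, and the closest partners became SRSF1 for SRSF2 (0.321), SRSF7 for SRSF5 (0.348) and SRSF2 for NXF1 (0.312). With SRSF7 replicate 4, which is missing from the pooled file, left out as well, SRSF1, SRSF2 and SRSF7 had 702, 79 and 485 regions, and NXF1, SRSF1, SRSF4 and SRSF6 had 675, 83, 17 and 723 genes. In 1000-nt bins the partners were SRSF4 for SRSF1 (0.501), SRSF6 for SRSF2 (0.544), and SRSF4 for SRSF6 (0.574) and NXF1 (0.288), and at full depth SRSF7 for SRSF4 (0.515).

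With the replicate number as a replicate block 960.0 regions were called for SRSF3 against SRSF7, 129 for SRSF2 and 206 for SRSF7, and 539 genes for NXF1, 77 for SRSF1, 11 for SRSF2, 12 for SRSF4 and 70 for SRSF7. In SRSF3 against SRSF7 the medians of SR protein and export genes turned to 0.52 and 0.34, and the lists of pluripotency and mitochondrial genes, at 2.01 and 3.68, had no call. The numbers do not pair the libraries: over 91 pairs of libraries with the same number the correlation of their residuals over regions had a median of 0.0128 (−0.413 to 0.523), and 8 of 31 libraries were closest to one of their own number.

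The lower share of SRSF3 tags near NXF1 clusters kept its sign throughout and lost its call with a window of 100 nt (−19.3 points), distinct positions (−15.9), the ratio to moved centres (−9.11), the minimum of 400000 tags (−6.66) and the later runs (−23.0002). The 3′ UTR difference between NXF1 and SR proteins turned positive over distinct positions (4.58 points).

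Within 100 nt SRSF1 to SRSF7 lay at 55.9%, 79.6%, 80.1%, 67.4%, 53.9%, 80.2% and 58.7% of the NXF1 clusters, any of them at 90.3% and only 1 at 5.89%. With at least 1 tag these were 55.6%, 78.1%, 78.1%, 66.6%, 53.5%, 78.9%, 57.7%, 90.7% and 6.04%. After thinning SRSF2 to SRSF7 had 40.6%, 40.3%, 50.8%, 37.3%, 41.7% and 46.2%, any of them 71.8% and only 1 11.2%. By overlap of clusters SRSF2, SRSF3, SRSF4, SRSF6 and SRSF7 had 46.1%, 50.5%, 55.3%, 49.8% and 46.999%, any of them 78.4% and only 1 11.3%. Within 30 nt of a control cluster lay 0.866%, 0.511%, 0.499%, 0.667%, 0.814%, 0.525% and 0.717% of the clusters of SRSF1 to SRSF7 and 2.63% of those of NXF1.

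Leaving out each library in turn gave 415 to 864 regions for NXF1 and 898 to 1713 for SRSF3 against SRSF7. For SRSF1 to SRSF7 the ranges were 593 to 1372, 95 to 602, 1656 to 2655, 272 to 811, 940 to 2347, 776 to 1757 and 329 to 946. Over genes they were 45 to 487 for NXF1, 12 to 142 for SRSF3 against SRSF7, and 39 to 325, 9 to 55, 100 to 848, 3 to 54, 100 to 1725, 2 to 561 and 105 to 258 for SRSF1 to SRSF7. The near share differed by −24.2 to −15.5 points and the replicate agreement by 0.0314 to 0.0590. The 3′ UTR share of NXF1 differed from that of SR proteins by −1.12 (without NXF1 replicate 1) to 0.536 points (without NXF1 replicate 2). For SRSF3 against SRSF7 introns differed by −0.546 (without SRSF3 replicate 2) to 4.61 points and first exons by −3.02 to 0.0699 (without SRSF7 replicate 5). The correlation with the closest partner ranged from 0.334 to 0.480 for SRSF1, 0.445 to 0.549 for SRSF2, 0.341 to 0.542 for SRSF4, 0.499 to 0.587 for SRSF6, 0.460 to 0.587 for SRSF7 and 0.232 to 0.311 for NXF1.

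Depth limits what can be seen: SRSF1 replicate 4 and SRSF7 replicates 1 and 5, with 14900, 13038 and 16556 tags, and the control, with 21880, list few weak positions, so absence there says little.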

Other observations

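The mitochondrial genome held 5.22% ± 0.687 (SD, n = 3) of NXF1 tags, 2.52% ± 0.539 (n = 3) of SRSF3 tags, at most 3.41% of the tags of any SR protein library and 1.32% (Wilson interval 1.18% to 1.48%) of control tags. The strongest regions there were transfer RNAs for NXF1 and genes of respiratory complex I for SRSF3. NXF1 works at nuclear pores, and whether this RNA was bound in cells or after lysis was not tested.

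NXF1 tags also leaned to the plus strand, with 61.9% to 64.7% per library, as did the control with 60.6%, while SR protein libraries had 45.5% to 52.8%. The 3 largest NXF1 clusters, all on the plus strand of chromosome 17, make up part of this.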
